# Alteration of Ileal lncRNAs After Duodenal–Jejunal Bypass Is Associated With Regulation of Lipid and Amino Acid Metabolism

**DOI:** 10.3389/fphys.2022.836918

**Published:** 2022-04-07

**Authors:** Yongjun Liang, Minghua Yu, Yueqian Wang, Mengyi Li, Zhongtao Zhang, Zhengdong Qiao, Peng Zhang

**Keywords:** duodenal–jejunal bypass, lncRNAs, ileum, lipid metabolism, amino acid metabolism

## Abstract

Metabolic and bariatric surgery (MBS) can generate a drastic shift of coding and noncoding RNA expression patterns in the gastrointestinal system, which triggers organ function remodeling and may induce type 2 diabetes (T2D) remission. Our previous studies have demonstrated that the altered expression profiles of duodenal and jejunal long noncoding RNAs (lncRNAs) after the duodenal–jejunal bypass (DJB), an investigational procedure and research tool of MBS, can improve glycemic control by modulating the entero-pancreatic axis and gut–brain axis, respectively. As an indiscerptible part of the intestine, the ileal lncRNA expression signatures after DJB and the critical pathways associated with postoperative correction of the impaired metabolism need to be investigated too. High-fat diet-induced diabetic mice were randomly assigned into two groups receiving either DJB or sham surgery. Compared to the sham group, 1,425 dysregulated ileal lncRNAs and 552 co-expressed mRNAs were identified in the DJB group. Bioinformatics analysis of the differently expressed mRNAs and predicted target genes or transcriptional factors indicated that the dysregulated ileal lncRNAs were associated with lipid and amino acid metabolism-related pathways. Moreover, a series of lncRNAs and their potential target mRNAs, especially NONMMUT040618, *Pxmp4*, *Pnpla3*, and *Car5a*, were identified on the pathway. In conclusion**,** DJB can induce remarkable alteration of ileal lncRNA and mRNA expression. The role of the ileum in DJB tends to re-establish the energy homeostasis by regulating the lipid and amino acid metabolism.

## Introduction

The prevalence of type 2 diabetes mellitus (T2DM) has been soaring globally. According to the International Diabetes Federation’s Diabetes Atlas 7th edition, about 415 million people in the world are suffering from diabetes, and the projected total number of T2DM patients will reach 642 million by 2035 eventually (Ogurtsova et al., 2017). T2DM is a complex metabolic homeostasis disorder and mainly manifested as hyperglycemia, which, if uncontrolled, can potentially lead to an increased risk of microvascular- and macrovascular-related complications (Lai et al., 2014).

Metabolic and bariatric surgery (MBS), such as Roux-en-Y gastric bypass (RYGB) and sleeve gastrectomy (SG) procedures, emerged as a weight-reduction therapy originally and has been clinically shown to be able to induce long-term remission of T2DM (Carlsson et al., 2012; Mingrone et al., 2012; Chang et al., 2014), to reduce cardiovascular risk factors (Sjostrom et al., 2012), and to decrease overall mortality (Sjostrom et al., 2007; Chang et al., 2014) in addition to drastic weight loss. During the past decades, a great deal of research efforts has been invested in the investigation of the mechanisms of MBS. Some related factors, such as weight reduction, caloric restriction, change in bile acid secretion, fibroblast growth factor 19 (*FGF19*), gut microbiome, and gastrointestinal (GI) hormonal changes, were proposed. However, none of the factors can explain all biological and physiological changes after MBS. So far, the exact underlying mechanism remains unknown.

All MBS procedures are involved with the anatomical alteration of the GI tract, which seems to be the origin of all the biological and physiological benefits induced by MBS. Therefore, in order to better understand the mechanisms of MBS, it is crucial to illustrate the functional role of the GI tract in metabolic modulation, although the GI tract was traditionally considered the digestive system. During the past few years, our team carried out a series of studies to investigate the role of each GI segment in metabolic regulation using diabetic animal models and gene microarray analysis. Whole transcriptome analysis of long noncoding RNAs (lncRNAs) and co-expressed mRNAs is a fundamental and powerful tool to understand the functional alteration of organs caused by surgical intervention. Once considered to be “transcriptional noise”, lncRNAs are currently defined as transcripts longer than 200 nucleotides that lack protein-coding capability but regulate almost all biological processes (Mercer and Mattick, 2013). Under normal circumstances, serving as signals, decoys, guides, and scaffolds, lncRNAs maintain physiological homeostasis. While under the pathological conditions, abnormal expression of lncRNAs participates in the human disease development (Kwok and Tay, 2017). For instance, peripheral insulin resistance (Zhu et al., 2016) and inflammatory diabetes complications (Reddy et al., 2014) are precisely governed by lncRNAs.

From our previous studies, we have revealed that 1) gastric volume reduction is essential for T2DM remission after RYGB (Zhang et al., 2016); 2) drastic changes in lncRNA and mRNA expression profiles of the duodenum induced by duodenal exclusion attenuate inflammation and initiate insulin secretion via the entero-pancreatic axis (Liang et al., 2017); and 3) alteration of the jejunal Roux limb lncRNA and mRNA expression pattern triggers both neuromodulation and endocrine-related pathways and participates in T2DM remission after duodenal–jejunal bypass (DJB) via the gut–brain axis (Liang et al., 2018). Apparently, beyond the traditional cognition, the duodenum and jejunum are more like metabolic regulators cross-talking with peripheral organs and executing surgical information, rather than solely digestive and absorptive organs. Reasonably, considering the altered anatomical structure and the faster passage of meal chyme after surgery, the ileum should also be involved in metabolic reconstruction, although its role has not been characterized yet. As an investigational procedure and research tool of MBS, DJB only causes anatomical changes in the intestine, which can rule out interference from other factors. Therefore, in the present study, we utilized a rodent T2DM model to elucidate the molecular mechanism on how the ileum modulates metabolic regulation after DJB.

## Materials and Methods

### Animal Model and Phenotyping

All procedures of this study were approved (NO. 2021-DS-M-09) by the Institutional Animal Care and Utilization Committee of the Fudan University Pudong Medical Center. A cohort of male C57BL/6 mice was received from Shanghai Slyke Laboratory Animal Corporation (Shanghai, China). After 1-week acclimatization, the mice started to undergo high-fat diet (HFD, 5.24 kcal/g with kcal percentages 60% fat, 20% protein, and 20% carbohydrate, Cat. #D12492, Research Diets Inc., New Brunswick, NJ, United States) at an age of 6 weeks for 12 weeks. At the end of the 12-week HFD, according to the weight (≈50 g), fasting blood glucose (FBG≥11 mmol/L), and impaired oral glucose tolerance test (OGTT), eight animals with typical diabetic phenotypes were selected and randomized into DJB or sham groups based upon the procedure received. The DJB procedure was performed with the 5-cm biliopancreatic limb and 4-cm Roux limb under general anesthesia, and the sham group only underwent the same general anesthesia and laparotomy but without intestinal transection and rerouting. Please refer to our previously published studies for the details of DJB and sham procedures (Liang et al., 2017; Liang et al., 2018). Another five age-matched mice served as the chow diet control without undergoing any surgical procedures. The mice were sacrificed two weeks after surgery, and the ileum was collected for RNA analysis. The body weight and FBG were measured after 6 h of fasting at 0 week (before initiation of HFD), 12 weeks (12 weeks after HFD), and 14 weeks (2 weeks after DJB/sham procedure). According to the manual, the plasma insulin levels were measured using enzyme-linked immunosorbent assay kits (Cat. #10-1247-01, Mercodia, Uppsala, Sweden). The OGTT was conducted after a 12-h overnight fast. After a 20% (w/v) glucose solution challenge at a dose of 2 g/kg weight, blood glucose levels were measured at different time points. The area under curve of the glucose excursions during OGTT was calculated.

### Ileal RNA Preparation and Microarray Analysis

Ileal RNA isolation, quality control, labeling, and hybridization methods have been described in detail previously (Liang et al., 2017; Liang et al., 2018). In brief, after hybridization, the “flag” value of each gene is calculated and classified into three levels of A, M, and P according to the signal strength. The genes with low hybridization signals (A or M) in both groups have been filtered out. Then, lncRNAs and mRNAs showing statistically significant differences in expression between the two groups were identified through *p* value/false-discovery (FDR) rate filtering. Hierarchical clustering was performed to demonstrate the expression patterns of critical lncRNAs and mRNAs. Significant differentially expressed lncRNA and mRNA were identified through fold change ≥2 and *p* < 0.05 and displayed by the scatter plot and volcano plot.

### Bioinformatic Analysis

The Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis were performed based on the function of lncRNA-co-expressed mRNAs. The target genes of lncRNAs were predicted via cis- or trans-regulatory patterns. Cis-regulated target gene prediction used the University of California Santa Cruz genome Browser to identify the potential targets located within a 10-kb window upstream or downstream of lncRNAs. Trans-regulated target gene prediction used Basic Local Alignment Search Tool software to screen the mRNAs that had sequences complementary to the lncRNAs, followed by identification of trans-acting target genes with RNAplex software (University of Vienna, Vienna, Austria). The potential transcription factors (TFs) targeting lncRNAs were predicted using TFSearch (National Institute of Advanced Industrial Science and Technology, Tsukuba, Japan). Co-expression and interaction networks were constructed to identify the core lncRNAs or mRNAs. The Pearson’s correlation coefficient (PCC) was used to calculate the expression correlation of lncRNAs and mRNAs. The pairs with PCC values >0.99 were selected as linkages in the network using Cytoscape 3.8.2 software (Agilent and IBS).

### Microarray Validation

Real-time PCR was used to confirm microarray results with a randomly selected subset of differentially expressed lncRNAs and mRNAs. The primers used in this study are shown in the Supplementary Material. Total RNAs were extracted using TRIzol reagent (Cat. #15596018, Invitrogen, Grand Island, NY, United States) and were reverse transcribed to cDNA with the PrimeScript RT Reagent Kit (Cat. #RR047A, Takara, Dalian, China). Real-time PCR was carried out in triplicate for each sample, with GAPDH as an internal reference, using PowerUp™ SYBR™ Green PCR Master Mix (Cat. #A25742, Life Technologies, Grand Island, NY, United States). Probe specificity was confirmed by melting curve analysis, and the relative expression of the genes was calculated using the 2^−△△Ct^ method.

### Statistical Analysis

Data were expressed as means ± SEM. Statistical analysis was performed using Student’s *t*-test to compare the differences between DJB and sham groups with SPSS software (Version 22.0; SPSS Inc., Chicago, IL, United States). Statistical significance was set at *p* < 0.05.

## Results

### DJB Improved Diabetic Phenotypes

DJB surgery performed in our study is shown in Figure 1A. Before HFD induction (week 0), the baseline values of weight, FBG, plasma insulin, and oral glucose tolerance test (OGTT) of mice in different groups were almost identical (Figures 1B–E,H). After 12-week HFD, the mice in both DJB and sham groups successfully established diabetic phenotypes with elevated body weight, hyperglycemia, and hyperinsulinemia (Figures 1B–D,F,H). Compared to the sham group, two weeks after surgery (week 14), all metabolic parameters in the DJB group were rapidly improved and approached to the level of the chow diet control group (Figures 1B–D,G,H). Overall, the success of diabetic mouse model establishment and surgical procedure ensured the reliability of the following ileal microarray analysis.

**FIGURE 1:**
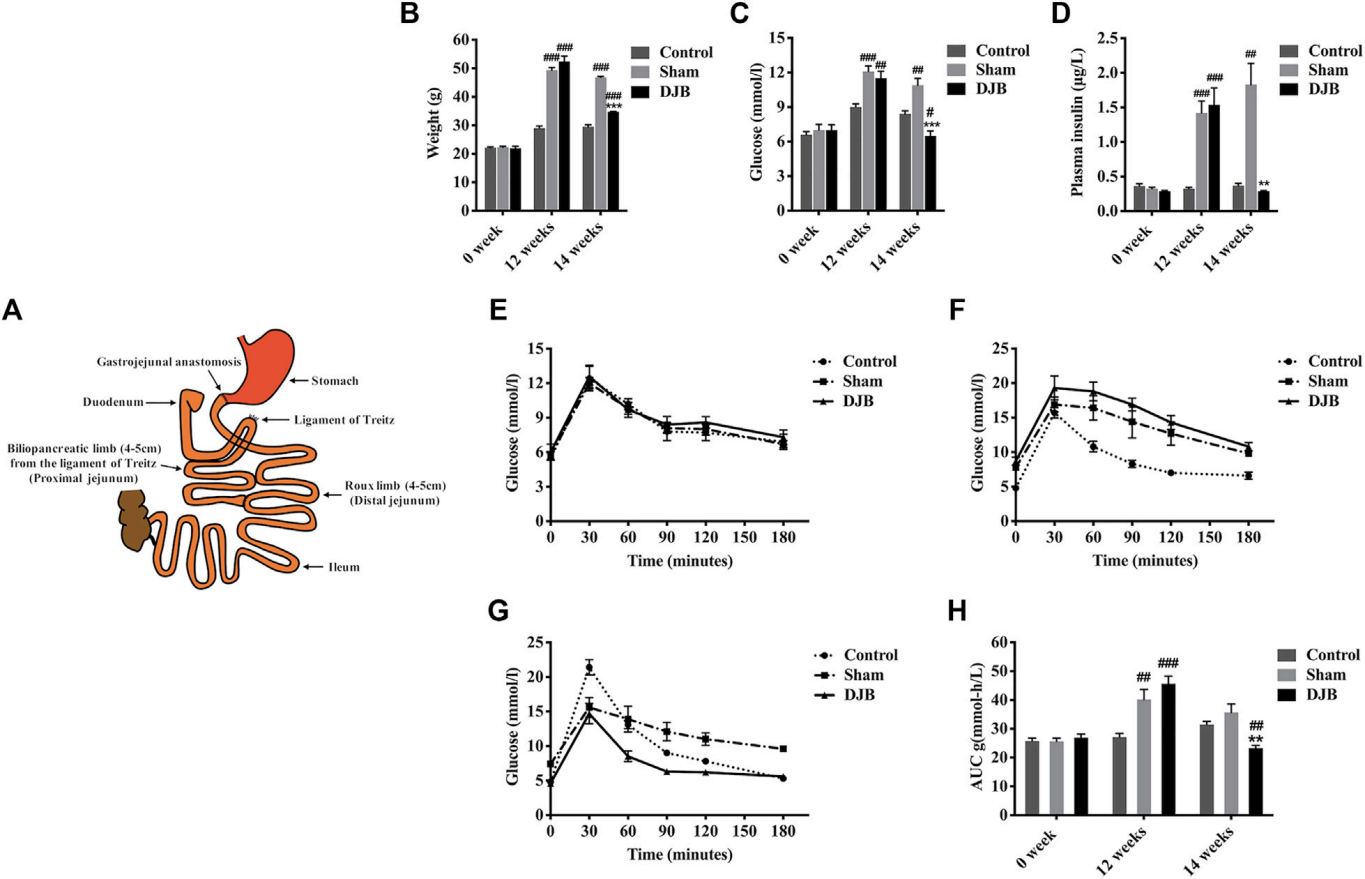
Characterization of the HFD-induced T2DM mouse model and surgical outcomes. Schematic diagram of DJB surgery **(A)**. Weight **(B)**, FBG **(C)**, plasma insulin **(D)**, OGTT before HFD induction **(E)**, OGTT at 12 weeks after HFD induction and before DJB **(F)**, 14 weeks on HFD and 2 weeks after DJB surgery **(G)**, and area under the curve (AUC) of OGTT glucose excursion **(H)**. All values are shown as mean ± SEM. Statistical differences were analyzed by the Student’s *t*-test. * For DJB group versus sham group, # for DJB or sham group versus control group (*p <0 .05, **p <0 .01, ***p <0 .001, #*p* <0 .05, ##*p* <0 .01, ###*p* <0 .001).

### DJB Altered Ileal Transcriptome

The transcriptomes of eight ileal samples randomly selected from the DJB or sham group were investigated and found that their intensity values were nearly identical (Figure 2A). 

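Ileal RNA from 4 mice of the DJB group and 4 of the sham group, taken 2 weeks after surgery and after 14 weeks of high-fat diet, was hybridized to Agilent one-colour arrays with the Cy3 dye, one array per mouse. The sample labels name the ileum as the source of the RNA, while their description of the extraction speaks of the duodenum, and the paper's tissue is used here. Each array carried 90752 transcript probes of 60 bases in 176026 spots, so that 85274 probes were printed at 2 places. The authors deposited the scanner's processed intensity of each spot, already background-subtracted and detrended by Agilent Feature Extraction but not scaled between arrays, and a table of log2 values that they had normalized by a procedure the paper's text does not name. Starting from the processed intensities, spots flagged as outliers were left out, log2 was taken, the spots of a probe were averaged and each array's 75th percentile over all transcript probes was subtracted, which gives the relative log2 signal used throughout. Before this scaling, the 75th percentile of intensity was between 413.1 and 439.8 (median 419.2) on the sham arrays and between 341.9 and 348.5 (median 345.4) on the DJB arrays, so that every DJB array was dimmer than every sham array. Between 71.5% and 74.6% of the probes were well above background on each sham array and between 72.4% and 74.0% on each DJB array. After scaling, the array medians lay between -2.81 and -2.71. In the authors' log2 table, the array medians lay between 5.83 and 5.84 and the 75th percentiles between 8.585 and 8.590. The values of this table differed from a quantile normalization of the processed intensities by a median of 0.01 or less on each array, but by up to 3.33 to 6.48 at single probes, and its exact procedure stays unknown. The 4 sham arrays lay on one slide and the 4 DJB arrays on another, so slide and surgery cannot be told apart. A probe was tested with limma if it was well above background on every array of at least 1 group, which held for 64408 probes. With 4 arrays per group, the number of arrays limits the precision of the values.

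**Figure D1:**
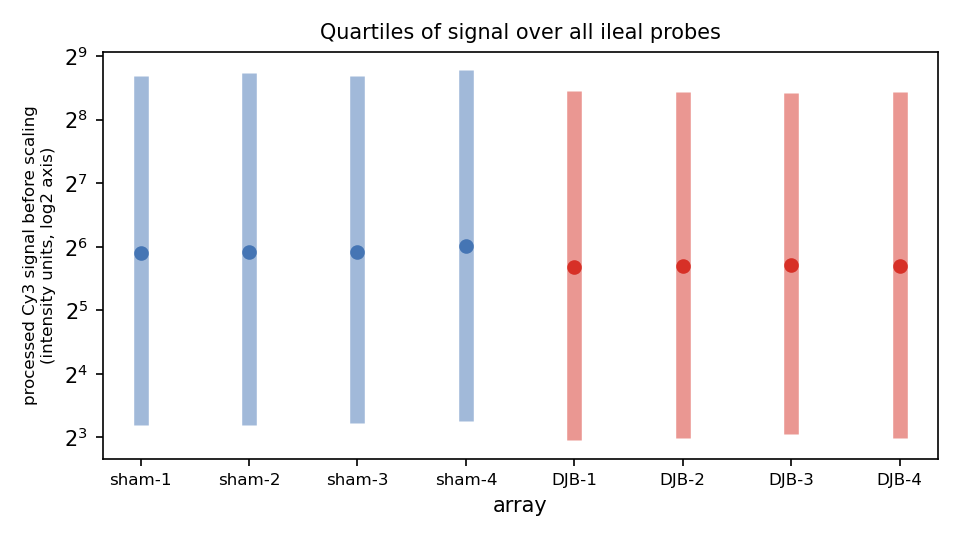
Quartiles of the processed Cy3 intensity of each array before scaling, on a log2 axis (bars, 25th to 75th percentile over all transcript probes, points, median, sham blue, DJB red). The medians lie between 59.8 and 64.3 on the sham arrays and between 51.4 and 52.3 on the DJB arrays.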

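The probes carry neither gene names nor a transcript class in the files used here. The 40 transcripts of Supplementary Tables S2 and S3 were therefore assigned to probes through the values those tables print. For each transcript, exactly 1 probe had a ratio of the linear group means in the authors' log2 table that equalled the paper's fold change within a relative error of 3.6e-09, while the next closest probe was at least 7.4e-05 away, and the paper's p differed by at most 5e-07 from a test with unequal variances on the same probe. Of the qRT-PCR primers in Supplementary Table S5, 4 shared at least 14 bases with a probe assigned in this way to the same transcript, and the reverse primer of NONMMUT071989 lay in its probe with all 21 bases. This primer shared such a stretch with 4 probes in all and the forward primer of NONMMUT047324 with 2, so the check is not specific to 1 probe there. The other primers shared no such stretch with the assigned probe, and 3 of them, 1700057G04Rik forward, NONMMUT047324 reverse and NONMMUT071989 forward, shared one with other probes. Since the names rest on the paper's own values, the closeness of the authors' values to those tables is no independent evidence. All 21 RefSeq accessions among the 40 were found in the reference table of GRCm38.p6, and other transcripts named in the study were not analysed here.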

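Counted by probe, with mRNAs and lncRNAs together, 830 probes had a higher and 1482 a lower relative log2 signal in the DJB group than in the sham group, at a fold change of at least 2 and a Benjamini-Hochberg adjusted p under 0.05 from limma. The values of all 4 DJB mice lay outside the range of the sham mice for 763 of the higher probes (91.9%) and 1453 of the lower probes (98.0%), which follows in large part from choosing probes by their difference. The median difference between the groups over all tested probes was 0.08 on the log2 scale. Of the probes passing both thresholds, 64.1% were lower in the DJB group, and this share depended on the scaling. With no scaling, 399 were higher and 3255 lower (89.1%), and the median difference over all probes was -0.21. With each array scaled by its spike-in probes, the numbers were 333 and 4037 (92.4%), the largest change of any alternative at this fold change, with a median difference of -0.29. Without a minimum fold change, the direction of the excess turned, with 14232 probes higher and 9322 lower.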

Compared to the sham group, 366 up- and 186 downregulated mRNAs were identified in the DJB group (Figure 2B). The number of mRNAs with different multiples was calculated (Supplementary Table S1), and the top 10 dysregulated mRNAs are listed in Supplementary Table S2. 

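Of the probes that rose after DJB, 743 had a fold change from 2 to 5, 68 from 5 to 10 and 19 above 10. Of those that fell, 1369 were between 2 and 5, 100 between 5 and 10 and 13 above 10. These folds are only approximate for the 58 higher probes with no sham array and the 111 lower probes with no DJB array well above background. The numbers above 10-fold were 12 higher and 7 lower with probes well above background on all 8 arrays, 6 and 1 with normexp background correction, 14 and 26 with no scaling, 13 and 34 with spike-in scaling and 31 and 15 without DJB replicate 3. All 10 upregulated mRNAs of Supplementary Table S2 passed both thresholds, with log2 differences between DJB and sham from 3.39 to 6.72, and every DJB mouse was above every sham mouse. These mRNAs were listed for their change on the same arrays, so passing follows in large part from that choice. Cpne5 had the second largest difference among them, with a relative log2 signal of 1.43 ± 1.18 (SD, n = 4) in the DJB group and -3.92 ± 0.66 (SD, n = 4) in the sham group, a difference of 5.34 (standard error 0.57, limma adjusted p = 2.57e-04). Of the 10 downregulated mRNAs, 9 passed with no overlap between the groups, and the 6 with signal well above background on arrays of both groups had differences from -3.89 to -2.37. For Nlrp9a the signal was -3.00 ± 0.13 (SD, n = 4) in the sham group and not well above background on any DJB array, so it was at least 8.95-fold lower after DJB (limma adjusted p = 1.45e-07). Such a bound sets the mean of the brighter group against, for each array of the dimmer group, the higher of the probe's own value and the lowest value among probes well above background. It takes the group means as given and makes no allowance for the spread between mice. By the same bound, Zfp663 was at least 6.02-fold lower and Fam208b, where it equals the fold of the measured means, 5.56-fold lower. With normexp background correction, the difference fell below 2-fold for these 3 transcripts and for Defb6 and Ccdc172. Defb6 was well above background on 1 DJB array and Ccdc172 on 2. The probe assigned to Me3 was printed at 1 place, carried an outlier flag on every sham array and was left out. With flagged spots kept, a choice made after seeing the data, its signal was 2.13 ± 0.49 (SD, n = 4) in the sham group and -0.61 ± 1.02 (SD, n = 4) in the DJB group, a difference of -2.74 (limma adjusted p = 0.0029).

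**Figure D2:**
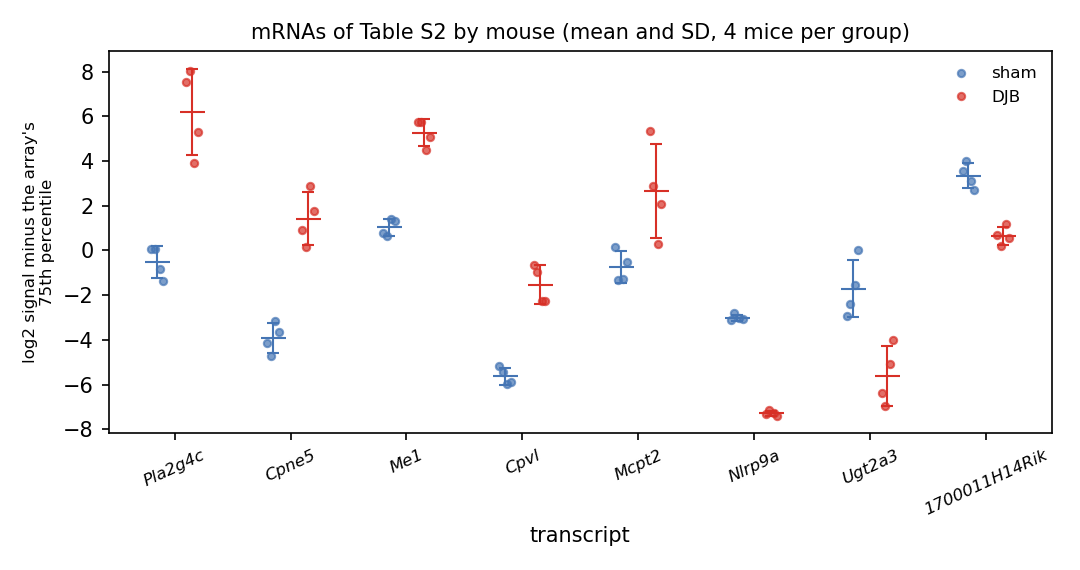
Relative log2 signal of 8 mRNAs of Supplementary Table S2 in each mouse (points, mice, horizontal marks, group means, error bars, SD over 4 mice, sham blue, DJB red). The DJB mice lie above the sham mice for Pla2g4c, Cpne5, Me1, Cpvl and Mcpt2 and below them for Nlrp9a, Ugt2a3 and 1700011H14Rik, where Nlrp9a was not well above background on any DJB array.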

As a member of the phospholipase A2 enzyme family, *Pla2g4c* usually contributes to lipid metabolism by hydrolyzing glycerophospholipids to produce free fatty acids and lysophospholipids. 

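The probe of Pla2g4c, which Supplementary Table S2 places on chromosome 7, has the sequence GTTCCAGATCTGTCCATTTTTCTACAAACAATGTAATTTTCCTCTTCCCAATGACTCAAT. Its relative log2 signal was 6.20 ± 1.93 (SD, n = 4) in the DJB group and -0.52 ± 0.70 (SD, n = 4) in the sham group, a difference of 6.72 (standard error 0.86, limma adjusted p = 6.54e-04), or 106-fold between the means of the log values. It had the largest difference of all probes passing both thresholds. The DJB mice were spread widely, with 7.53, 8.05, 3.91 and 5.32 in DJB-1 to DJB-4, and the highest sham mouse reached 0.06. With each mouse left out in turn, the difference stayed between 6.11 and 7.49.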

While another gene *Cpvl*, a novel serine carboxypeptidase, participates in amino acid homeostasis via cleaving amino acids from the C-terminus of a protein substrate. 

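Cpvl, on chromosome 6 in Supplementary Table S2, was measured by the probe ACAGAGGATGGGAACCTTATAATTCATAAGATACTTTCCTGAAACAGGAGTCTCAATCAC. Its relative log2 signal was -1.53 ± 0.86 (SD, n = 4) after DJB and -5.63 ± 0.38 (SD, n = 4) after sham surgery. The difference was 4.10 (standard error 0.40, limma adjusted p = 1.57e-04). The probe was well above background on all 4 DJB arrays but on only 1 sham array, so the level in the sham group lies close to the limit of the measurement. Leaving out single mice gave differences from 3.80 to 4.35.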

Except the two mentioned previously, some of the other mRNAs listed in Supplementary Table S2 were demonstrated to be associated with lipid and amino acid metabolism. 

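Me1 had the smallest standard error of the upregulated mRNAs, with a relative log2 signal of 5.27 ± 0.61 (SD, n = 4) in the DJB group and 1.05 ± 0.38 (SD, n = 4) in the sham group (difference 4.22, standard error 0.30, limma adjusted p = 3.42e-05). Acaa1b differed by 3.66 (standard error 0.49, limma adjusted p = 8.49e-04) and Cyp4a31 by 3.48 (standard error 0.57, limma adjusted p = 0.0021). The difference for Cyp4a32 was 3.75 (standard error 0.81, limma adjusted p = 0.0075), where 2 of the sham arrays had the probe well above background. Among the downregulated mRNAs, Ugt2a3 was at -5.61 ± 1.33 (SD, n = 4) after DJB, with 2 DJB arrays well above background, and at -1.71 ± 1.28 (SD, n = 4) after sham surgery (standard error of the difference 0.77, limma adjusted p = 0.0052). Mcpt2 was spread widely, from 0.29 in DJB-3 to 5.35 in DJB-1, against at most 0.16 in the sham group. Its difference of 3.39 (limma adjusted p = 0.0212) no longer passed the adjusted threshold without sham replicate 3 or with the methods' t-test after adjustment.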

Hierarchical clustering analysis of the 552 differently expressed mRNAs was performed and shown in Figure 2C.

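In the probes that passed both thresholds, which were chosen for the difference between the groups, the DJB mice differed in the size of their change. Over the higher probes, the median log2 difference from the sham mean was 1.47 in DJB-1, 1.45 in DJB-2, 1.24 in DJB-3 and 1.22 in DJB-4. Over the lower probes it was -1.38, -1.30, -1.18 and -1.40 in the same mice. No sham mouse had a median further than 0.11 from the sham mean in either set.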

**FIGURE 2:**
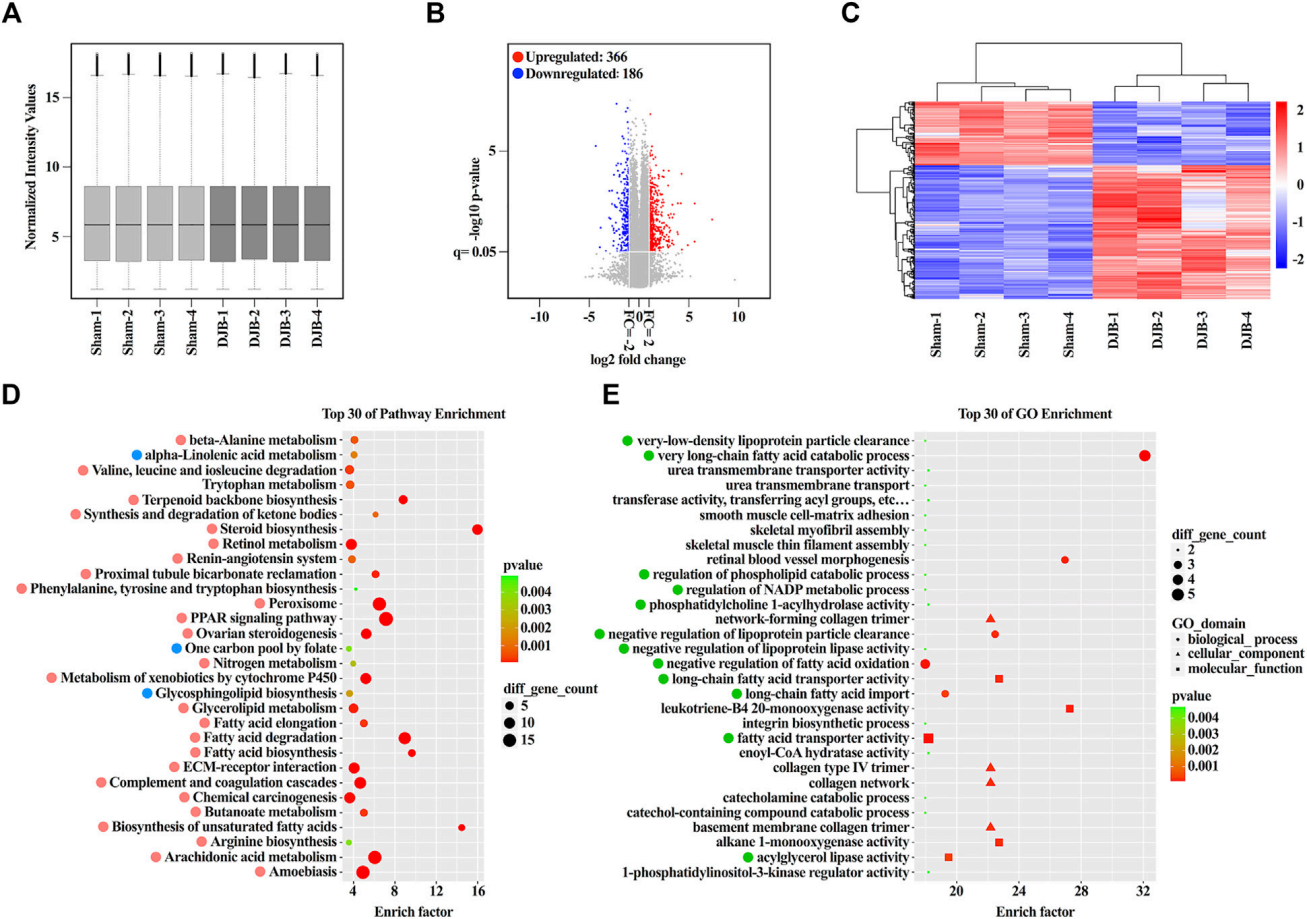
Overview and bioinformatic analysis of lncRNA-co-expressed mRNA profiles. **(A)** Box-plot showing the normalization of all samples. **(B)** Volcano plot of differentially expressed mRNAs between DJB and sham groups. **(C)** Heat map of mRNAs showed hierarchical clustering of differentially expressed mRNAs in DJB and sham mice (fold change ≥2, *p* < 0.05). Red and blue, respectively, represent high and low relative expression. **(D)** Top 30 significantly enriched pathways ranked with an enrichment score (*p* < 0.05). Up- and downregulated pathways are marked with soft red and soft blue, respectively. **(E)** Top 30 significantly enriched GO items (*p* < 0.05). The important items are marked with green.

### Altered Ileal Transcriptome Contributed to the Lipid and Amino Acid Metabolism

Normally, lncRNAs exert their functions by interacting with mRNAs under different patterns. To reveal the potential functions of the ileal lncRNAs after DJB, the pathway and Gene Ontology (GO) analysis of aberrantly co-expressed mRNAs were performed. The top 30 significantly enriched pathways were featured and ranked with enrichment scores (Figure 2D). Further analysis indicated that 26 pathways were upregulated and three pathways were downregulated. Apparently, metabolic pathways, including lipid metabolism (12/30), amino acid metabolism (5/30), carbohydrate metabolism (2/30), and energy metabolism (1/30), occupied a respectable majority. Most importantly, robust enrichment was observed in lipid metabolism-related pathways, such as fatty acid degradation, fatty acid elongation, fatty acid biosynthesis, PPAR signaling pathway, biosynthesis of unsaturated fatty acids, and peroxisome as well as in amino acid metabolism-related pathways, such as beta-alanine metabolism, tryptophan metabolism, and valine, leucine, and isoleucine degradation. Overall, the lncRNA-co-expressed mRNA-enriched pathways, which are triggered by the surgery, contribute to the metabolic improvement, especially to lipid and amino acid homeostasis.

Consistent with pathway analysis, the items of “biological processes,” including very long-chain fatty acid catabolic process, negative regulation of fatty acid oxidation, long-chain fatty acid import, and negative regulation of lipoprotein particle clearance, were enriched and involved in the lipid metabolism by manipulating cellular or circulating lipids clearance (Figure 2E). Furthermore, the GO terms for molecular function were correlated with long-chain fatty acid transporter activity, fatty acid transporter activity, and acylglycerol lipase activity, which were essential for lipid metabolism (Figure 2E). Collectively, DJB triggered a shift in the ileal transcriptome somehow, and the altered lncRNAs and co-expressed mRNAs reprogrammed the metabolic systems of the ileum, particularly in the lipid and amino acid metabolism, which finally contributed to the remission of metabolic disorders possibly through increased resting energy expenditure.

### DJB Induced Ileal lncRNA Expression Profiling Shifting

DJB surgery triggered distinctive alteration of ileal lncRNAs’ expression signature with 226 up- and 1,199 downregulated lncRNAs (Figures 3A,B). 

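The files used here do not mark which probes are lncRNAs, so the direction could be followed only over all probes and over the transcripts of Supplementary Table S3. With the tested probes split into 5 equal groups by mean signal, the probes lower after DJB outnumbered the higher ones in each, by 1.44 times in the dimmest and 1.64 times in the brightest group. Of the lower probes printed at 2 places, all 1401 were lower at both, and 84.1% were at least 2-fold lower at both. An added shift of 0.11 on the log2 scale in favour of the DJB arrays would make the numbers of higher and lower probes equal. From the numbers of lncRNAs past the fold change and p thresholds, the paper states that DJB altered the expression signature of ileal lncRNAs. It also reports clustering of these lncRNAs, and qRT-PCR of selected transcripts in the array samples and in another cohort of mice.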

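For the lncRNAs with the largest changes, the groups did not overlap at any of the 20 transcripts, and all 20 passed the fold change and adjusted p thresholds in limma. These lncRNAs were listed for their change on the same arrays, so passing follows in large part from that choice. Among the 10 that rose, the log means of NONMMUT055566 differed by 4.80 (standard error 0.97, adjusted p = 0.0058), but its sham values ran widely from -7.24 to -2.38 and only 2 sham arrays had it well above background, so its place among the 10 is not settled. NONMMUT039923 was not well above background on any sham array. With the group means taken as given, it was at least 20.3-fold higher after DJB (standard error of the log2 difference 0.69, limma adjusted p = 0.0014). By the same kind of bound, ENSMUST00000143291 was 13.1-fold higher, which equals the fold of its measured means. NONMMUT069403, measured well above background on all 8 arrays, had a relative log2 signal of 1.18 ± 0.63 (SD, n = 4) in the DJB group and -2.58 ± 0.49 (SD, n = 4) in the sham group (limma adjusted p = 1.08e-04). Among the 10 that fell, NONMMUT064720 was -2.40 ± 0.11 (SD, n = 4) in the sham group and not well above background on any DJB array, at least 13.5-fold lower (limma adjusted p = 1.45e-07). ENSMUST00000116835, whose gene carries the symbol Gm23493 in the reference, differed by -3.97 (standard error 0.21, limma adjusted p = 6.61e-06). NONMMUT009001 differed by -3.63 with a standard error of 0.08 (limma adjusted p = 1.45e-07). After normexp background correction, NONMMUT064067, NONMMUT006278, NONMMUT058424 and NONMMUT046523 changed by less than 2-fold. Each of these 4 was not well above background on any array of its dimmer group.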

The 1,425 lncRNAs were further sorted based on the fold change (Supplementary Table S1), and the top 10 up- and downregulated lncRNA are displayed in Supplementary Table S3. The lncRNA *Gas5* with functional annotation, which was reported to play an important role in pancreatic β-cell function and peripheral insulin resistance, was identified in the microarray. Although another lncRNA *Tmem132cos*, named as transmembrane protein 132C (*Tmem132c*) opposite strand, has not been investigated yet, the *Tmem132c* was found correlated negatively with insulin secretion, suggesting that the downregulation of *Tmem132*cos may play a therapeutical role in T2DM remission. 

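The tested probes with values on all 8 arrays were used, filtered by detection within a group but not chosen by size of difference. Over these, the mean Pearson correlation was 0.994 between mice of the same group and 0.984 between mice of different groups. The difference of 0.0101 was the largest of all 35 ways to split the 8 arrays into groups of 4 (one-sided exact permutation test, p = 0.0286, the smallest this design allows). The filter can favour probes detected in only 1 group, and the same probes were kept for every split. With no detection filter, the difference fell to 0.00559 and was still the largest of all splits (one-sided exact permutation test, p = 0.0286). The lowest correlation within a group was 0.992 and the highest between groups 0.988. Correlations here are across probes, which are not independent replicates. Clustering of the arrays on these correlations put the 4 sham and the 4 DJB arrays into separate branches, which also follow the slides.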

Hierarchical clustering indicated that the lncRNA expression patterns between the DJB and sham groups were distinguishable (Figure 3C). In addition, systematic analysis and statistics of differentially expressed ileal lncRNA from different dimensions were carried out and displayed in Figures 3D–F.

**FIGURE 3:**
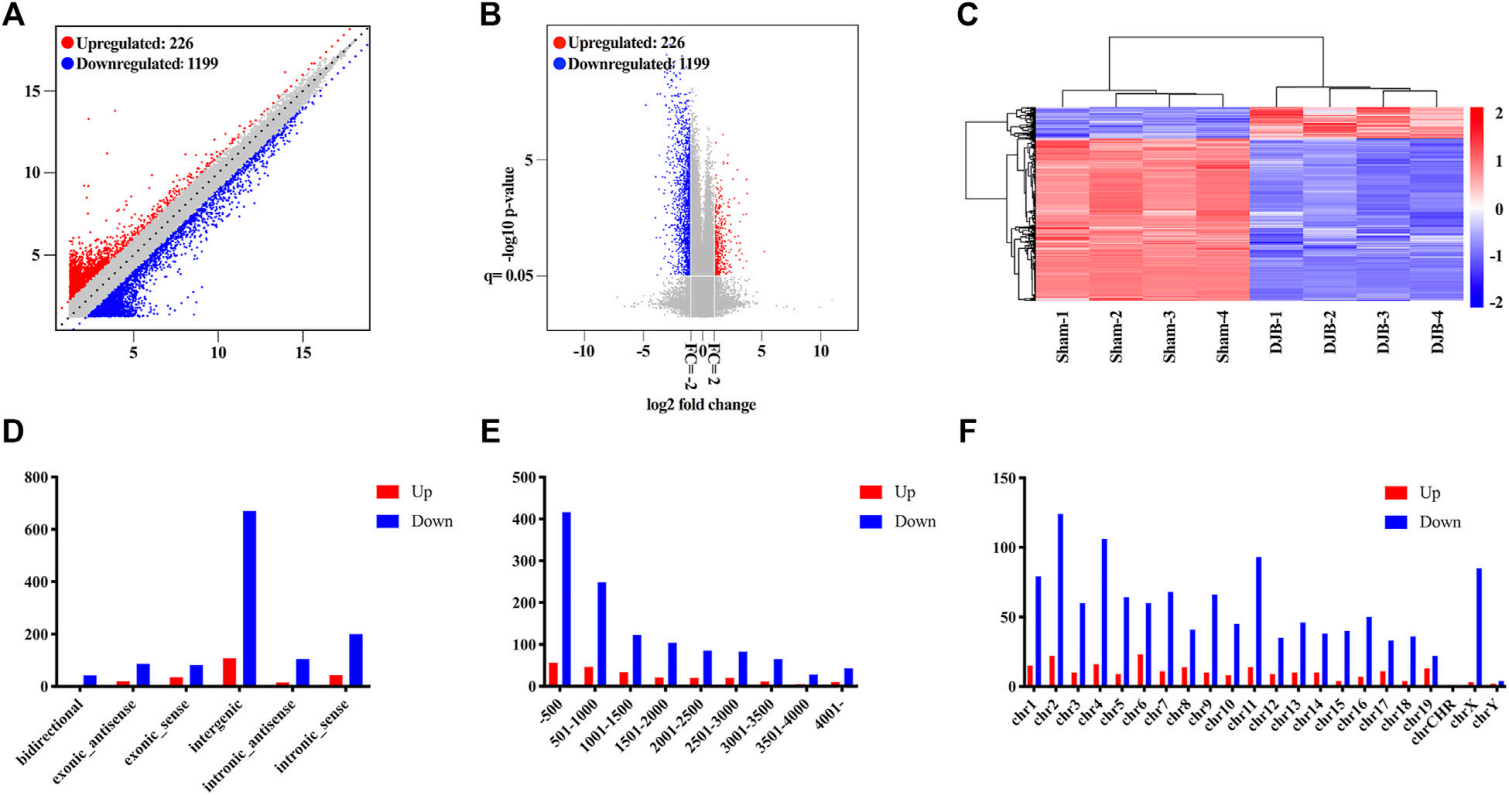
Identification and analysis of distinctively expressed lncRNAs. Scatter plot **(A)** and volcano plot **(B)** of differentially expressed lncRNAs between the DJB and sham groups. **(C)** Heat map of lncRNAs showed hierarchical clustering of differentially expressed lncRNAs in DJB and sham mice (fold change ≥2, *p* < 0.05). Analysis of up- and downregulated lncRNAs based on classification **(D)**, length distribution **(E)**, and chromosome locus **(F)**.

### Predicted Target Genes Are Associated With Ileal lncRNAs’ Positive Effect on Metabolic Homeostasis Reconstruction

Since lncRNAs exert functions indirectly, prediction of target genes and construction of the interaction network are crucial to identify the most influential ileal lncRNAs after DJB. Utilizing the Cytoscape program, the network was generated with 998 ileal lncRNAs, 2,261 target genes, and 20,876 lncRNA-target gene pairs (Figure 4A). Pathway annotations of predicted target genes indicated that altered ileal lncRNAs may maintain lipid homeostasis by regulating lipid metabolism-related pathways, mainly including biosynthesis of unsaturated fatty acids, fatty acid elongation, AMPK signaling pathway, glycerophospholipid metabolism, and steroid biosynthesis and sphingolipid metabolism (Figure 4B). Furthermore, pathways of taurine and hypotaurine metabolism, sulfur relay system, and nitrogen metabolism, which were associated with the amino acid metabolism, were annotated and beneficial for T2DM amelioration after surgery (Figure 4B, Supplementary Figures S1A–C). Generally, the metabolic benefits from DJB, including the changes in lipid and amino acid metabolism caused by ileal lncRNAs, were comparable between DJB and sham groups.

**FIGURE 4:**
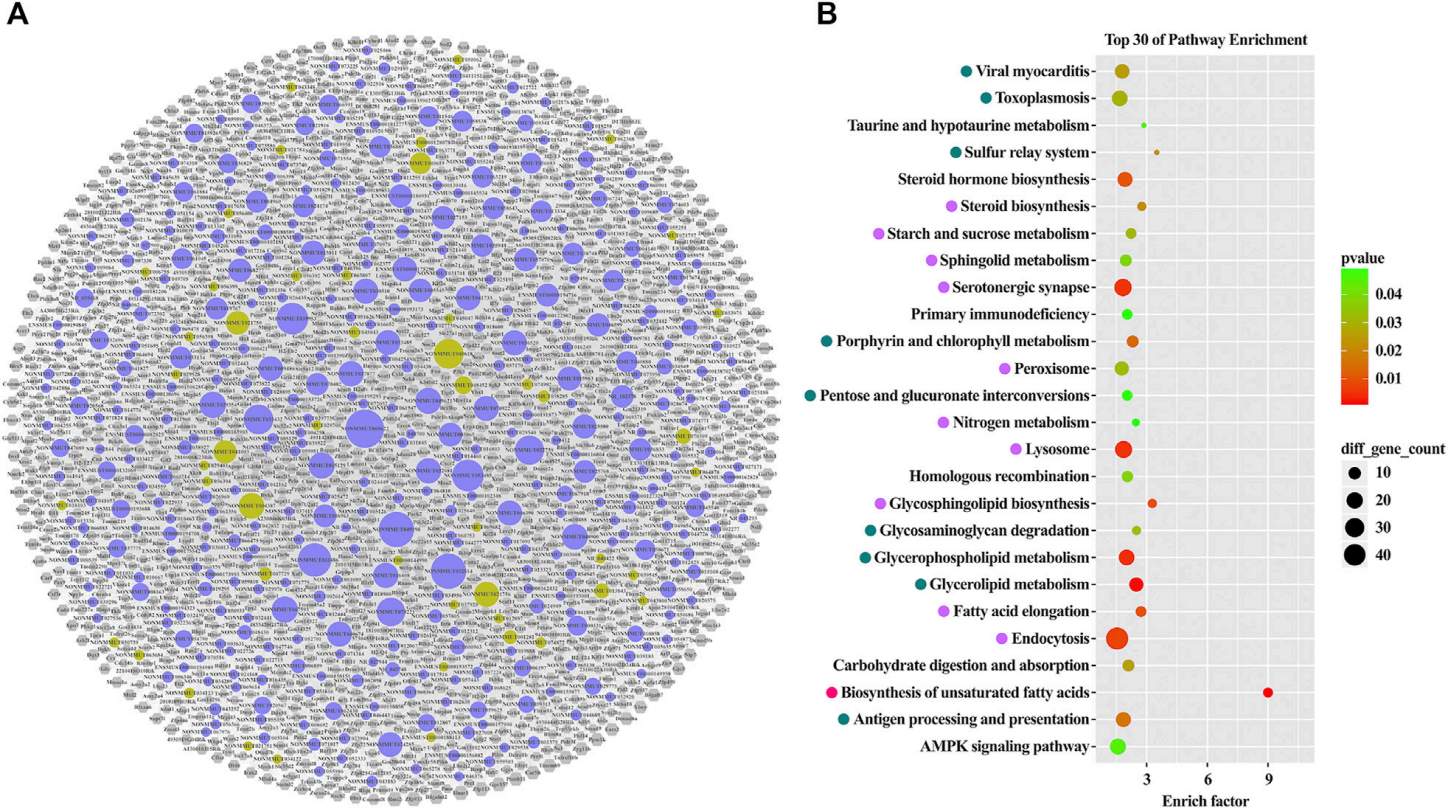
Construction of the lncRNA-target genes interaction network and pathway analysis of the target genes. **(A)** lncRNA-target genes interaction network. Circle nodes with strong yellow and orchid represent up- and downregulated lncRNAs, respectively. Hexagon nodes with gray represent target genes. **(B)** Top 30 significantly enriched pathways ranked with an enrichment score (*p* < 0.05). Trans-, CIS-, and trans and CIS-regulatory pathways are marked with light violet, dark cyan, and pure pink, respectively.

### Ileal lncRNA–mRNA Pairs Remodeled the Lipid and Amino Acid Metabolism

In order to screen out the most functional ileal lncRNA–mRNA pairs with potential targeting relationship, the co-expression network was constructed, and bioinformatic analysis was performed. By overlapping the ileal lncRNA-co-expressed mRNAs and predicted target genes, a subgroup containing 82 mRNAs was created. Combining 203 corresponding lncRNAs targeting the 82 mRNAs, 1,459 transcript pairs were generated and finally constituted the network (Figure 5A). The pathways enriched by the subset of lncRNA-co-expressed mRNAs were mostly involved in lipid metabolism, such as fatty acid elongation, fatty acid degradation, fatty acid biosynthesis, biosynthesis of unsaturated fatty acids, PPAR signaling pathway, peroxisome, glycerophospholipid metabolism, and glycerolipid metabolism (Figure 5B, Supplementary Figure S2A). In addition, pathways of valine, leucine, and isoleucine degradation, tryptophan metabolism, lysine degradation, and nitrogen metabolism, which probably acted on postoperative reconstruction of amino acid metabolic homeostasis, were enriched as well (Figure 5B, Supplementary Figures S2A, B). Moreover, the most important GO items, marked with green, referred to lipid biosynthesis, oxidation, and modification (Figure 5C). In short, the subset of ileal mRNAs and their upstream lncRNAs played critical roles in metabolic remission via remodeling the ileal lipid and amino acid metabolism after DJB.

**FIGURE 5:**
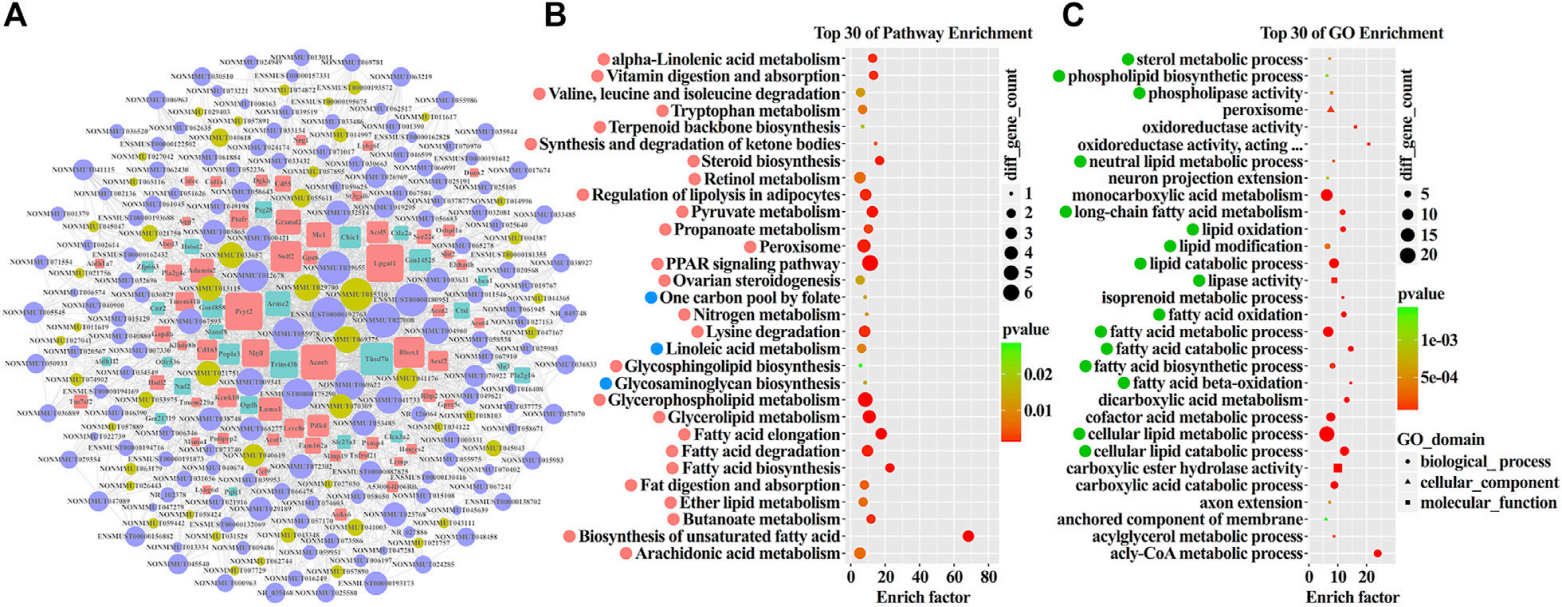
Construction of the lncRNA–mRNA co-expression network and bioinformatic analysis. **(A)** lncRNA–mRNA co-expression network. Circle nodes with strong yellow and orchid represent up- and downregulated lncRNAs, respectively. Square nodes with soft red and slightly desaturated cyan represent up- and downregulated mRNAs, respectively. **(B)** Top 30 significantly enriched pathways ranked with an enrichment score (*p* < 0.05). Up- and downregulated pathways are marked with soft red and soft blue, respectively. **(C)** Top 30 significantly enriched GO items (*p* <0 .05). The important items are marked with green.

### Identification of Lipid and Amino Acid Metabolism-Related lncRNA–mRNA Pairs

All the aforementioned systematic analyses demonstrated that DJB caused great change of ileal lncRNAs’ expression signature, which further re-established lipid and amino acid metabolic homeostasis of the ileum and participated in the T2DM remission after DJB. Therefore, identification of specific ileal lncRNA–mRNA pairs involved in lipid and amino acid metabolism-related pathways was extremely important. The up- or downregulated mRNAs and CIS- or trans-target genes were input into the Venn program, and 49 CIS-mRNAs, 38 trans-mRNAs, and 8 CIS- and trans-mRNAs were screened out (Figure 6A; Supplementary Table S4). By overlapping the CIS-mRNAs with genes involved in lipid metabolism pathways, 6 CIS-mRNAs, and 13 upstream lncRNAs were verified (Figures 6B,C). In the same way, six trans-mRNAs and 13 lncRNAs were acquired and depicted in Figures 6D,E. Furthermore, amino acid metabolism-related CIS- or trans-mRNAs and relevant lncRNAs are presented in Figures 6F–I, respectively. Notably, the ileal lncRNA NONMMUT040618 and its target mRNAs (*Pxmp4*, *Pnpla3*, and *Car5a*), which were involved in lipid and amino acid metabolism-related pathways, might play vital roles in the remission of metabolic disorders after DJB.

**FIGURE 6:**
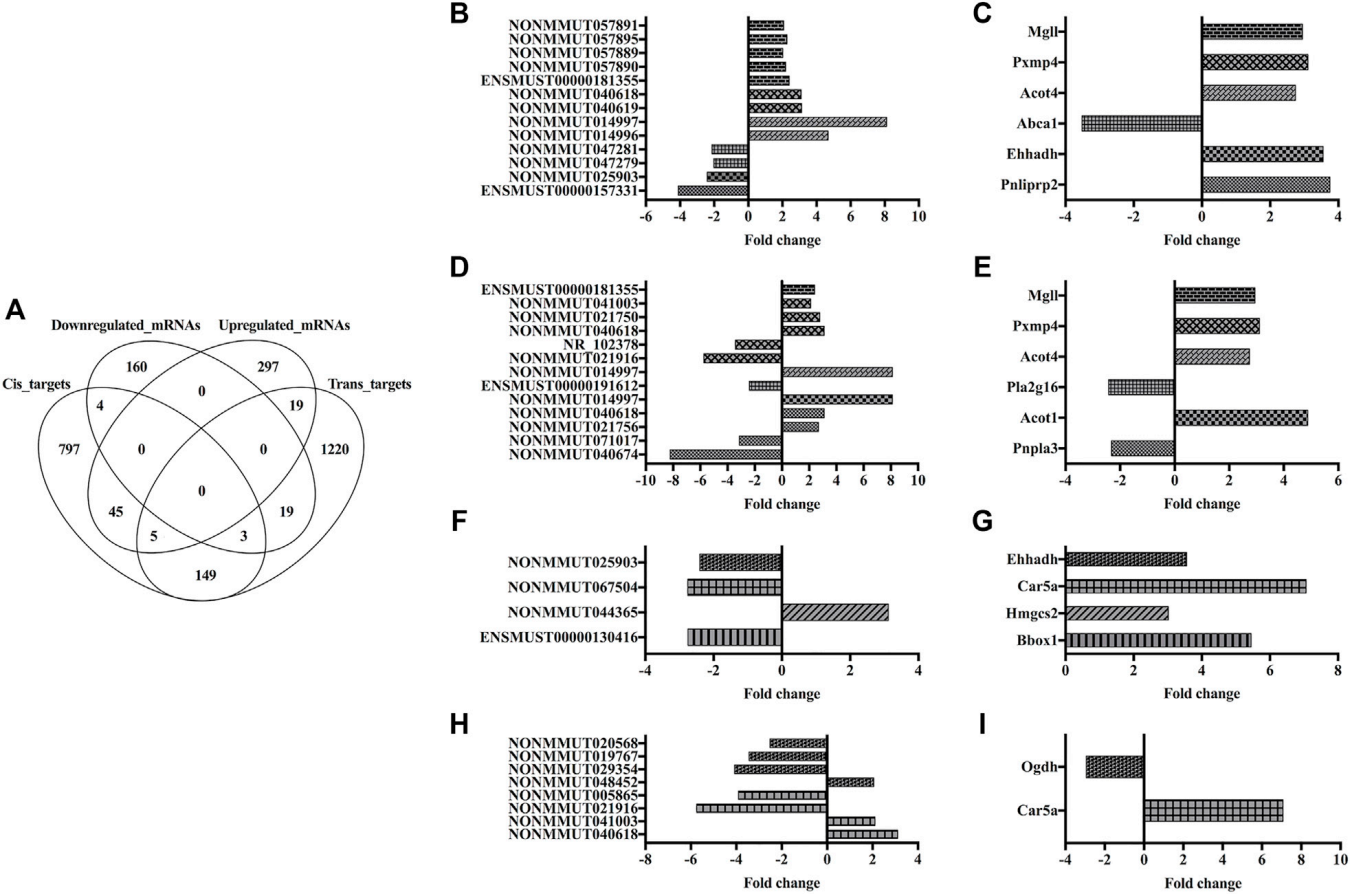
Identification of lipid and amino acid metabolism-related lncRNAs and downstream mRNAs. **(A)** Venn diagram showing the overlapping of up- and downregulated mRNAs with trans- and CIS-targets. Histograms of lipid metabolism pathway-related lncRNA–mRNA pairs via CIS- **(B,C)** or trans- **(D,E)** regulatory patterns. Histograms of amino acid metabolism pathway-related lncRNA–mRNA pairs via CIS- **(F,G)** or trans- **(H,I)** regulatory patterns. The columns with the same fill pattern represent lncRNA–mRNA pairs.

### Ileal Transcription Factors Analysis

To elucidate the upstream regulation network, a group of 63 TFs, targeting 203 ileal lncRNAs involved in the co-expression network, was predicted. All these transcripts and 6,993 lncRNA–TF-targeting pairs constituted the interaction network (Figure 7A). Among the TF group, seven up- and six downregulated TFs were found in the microarray (Figures 7B,D). Moreover, intersecting the distinct subsets of lncRNAs generated by each upregulated TF, eight dysregulated ileal lncRNAs were screened out (Figure 7C, Supplementary Figure S3A). The six downregulated TFs were analyzed with the identical procedure (Figure 7E, Supplementary Figure S3B). Pathway annotation of predicted TFs indicated that the lipid and amino acid metabolism-related pathways were enriched (Supplementary Figure S3C).

**FIGURE 7:**
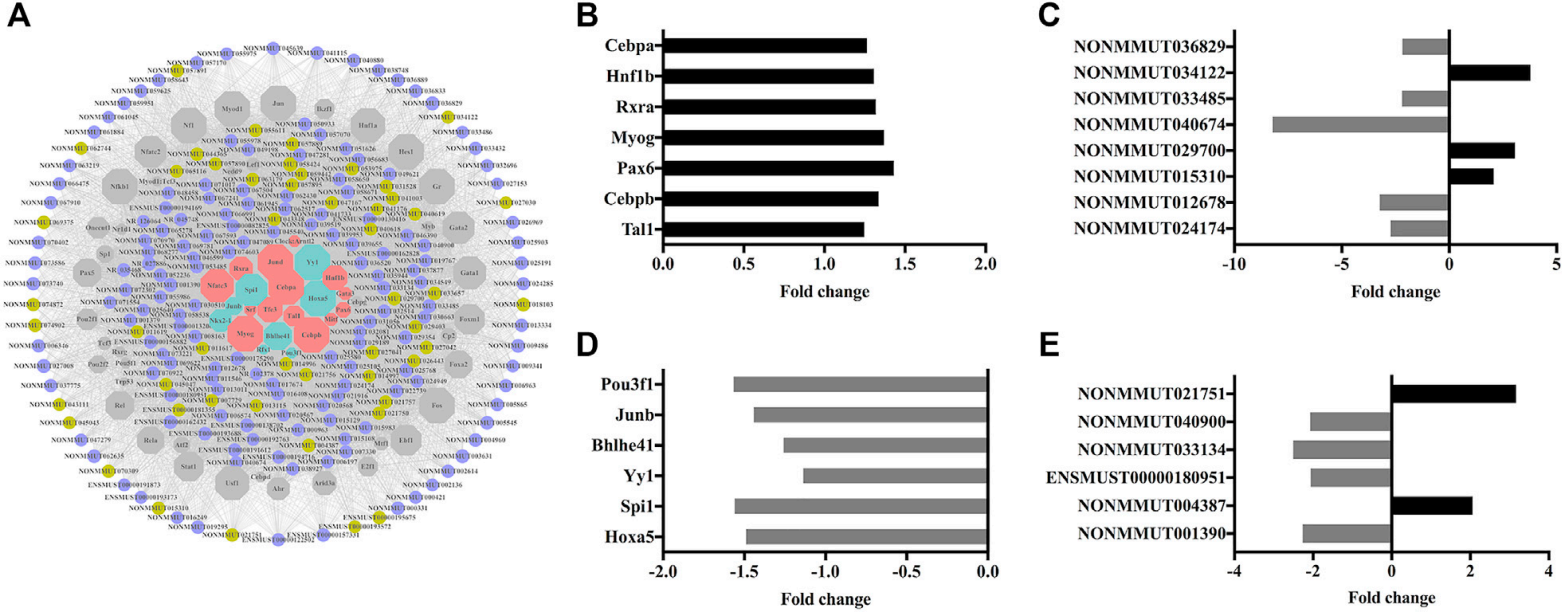
Construction of the lncRNA–TF interaction network and identification of distinctly expressed TFs. **(A)** lncRNA–TF interaction network. Circle nodes with strong yellow and orchid represent up- and downregulated lncRNAs, respectively. Hexagon nodes with soft red, slightly desaturated cyan, and gray represent up-, down-, and unregulated TFs, respectively. Histogram of upregulated TFs **(B)** and their downstream lncRNAs **(C)**. Histogram of downregulated TFs **(D)** and their downstream lncRNAs **(E)**.

### Verification of the Ileal Microarray Data

In order to validate the accuracy as well as reliability, 10 dysregulated transcripts in the ileal microarray were randomly selected (Supplementary Table S5), and their expression levels both in samples for microarray and tissues obtained from another cohort of mice undergoing the identical process (Figures 8A–G) were detected using qRT-PCR. 

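Of the 10 transcripts chosen for qRT-PCR, 9 could be followed on the arrays, and NONMMUT046650 was not analysed here. In the array data, the log2 difference between DJB and sham was 4.08 for 1700057G04Rik, 3.75 for NONMMUT069403 and 3.11 for ENSMUST00000193223. On the falling side it was -3.53 for NONMMUT047324, -3.38 for NONMMUT071989, -3.89 for Ugt2a3 and -2.69 for 1700011H14Rik. All 9 passed the adjusted threshold in limma, with no overlap between the groups. They were listed for large changes on these same arrays and their probes were assigned through those values, so this is no independent check. The sham arrays for ENSMUST00000143291 and the DJB arrays for NONMMUT064720 were not well above background, so only a bound from the group means was taken for their change. The least certain of the 9 was 1700057G04Rik, with values from -1.55 in DJB-2 to 3.73 in DJB-3 (standard error 1.01, limma adjusted p = 0.0137).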

The qRT-PCR results from the ileal samples employed in the microarray or newly gained ileal tissues were highly consistent with original microarray data (Figures 8H,I).

**FIGURE 8:**
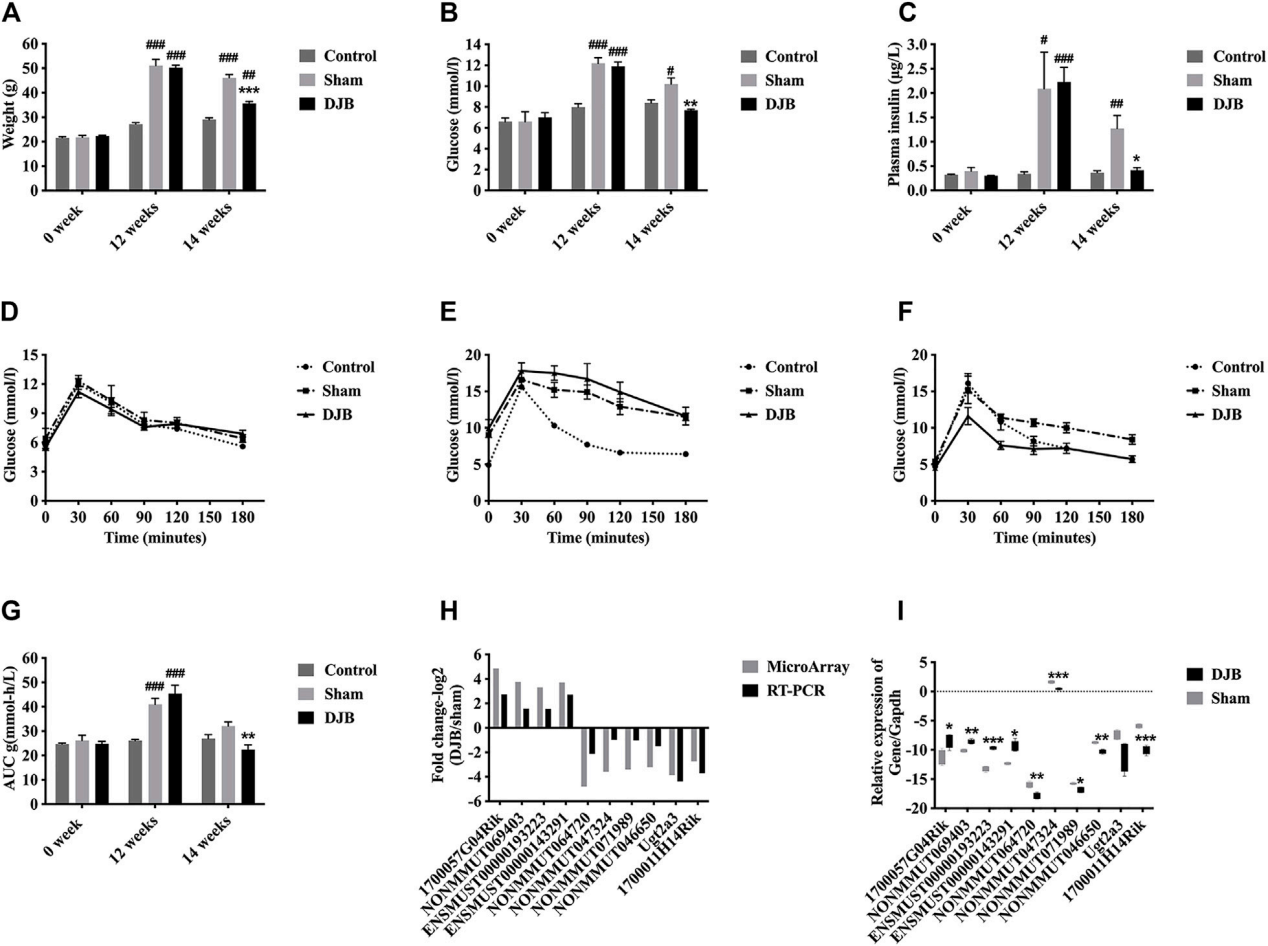
Microarray validation. Weight **(A)**, FBG **(B)**, plasma insulin **(C)**, OGTT **(D)**, week 0 **(E)**, week 12 **(F)**, and week 14 and AUC **(G)** of another cohort of diabetic mice. **(H)** Histograms showing the comparison between microarray data and qRT-PCR results of 10 transcripts. **(I)** Box plot showing the qRT-PCR results of the 10 transcripts with another cohort of mice. All values are shown as mean ± SEM. Statistical differences were analyzed by the Student’s *t*-test. * For DJB group versus sham group, # for DJB or sham group versus control group (*p <0 .05, **p <0 .01, ***p <0 .001, #*p* <0 .05, ##*p* <0 .01, ###*p* <0 .001).

## Discussion

DJB induced significant alterations in intestinal lncRNA and mRNA expression patterns. All the dysregulated lncRNAs in the ileum recomposed energy metabolism homeostasis, especially lipid and amino acid metabolism-related pathways. The target genes also indicated that lipid and amino acid metabolism-related pathways were modified by surgical intervention. In addition, the altered TFs, which were responsible for converting surgical information into transcriptome alteration, also served in lipid metabolism- or diabetes-related pathways as expected. These findings imply that the major role of the ileum in MBS is associated with re-establishment of energy homeostasis by alteration of the lipid and amino acid metabolism. Moreover, functional lncRNAs NONMMUT040618 and downstream mRNAs including *Pxmp4*, *Pnpla3*, and *Car5a* were altered by DJB the most, and therefore, are worthy of further investigations.

MBS leads to effective and long-term remission of T2DM as well as other metabolic disorders such as dyslipidemia, hypertension, hypothyroidism, and polycystic ovary syndrome (PCOS) (Pareek et al., 2018; Mintziori et al., 2020). So far, its underlying mechanism is not fully understood. Altered enterohepatic circulation of bile acids (Wahlstrom et al., 2016), gut microbiota, GI hormones, nutritional deficiency, and weight loss (Aron–Wisnewsky and Clement, 2014; Liu et al., 2017), etc., are thought to contribute to the mechanism of MBS. However, none of the aforementioned factors can explain all the consequences of MBS. Rather than studying on a single mechanism, our series of studies focus on the intestinal transcriptome analysis in order to illuminate the functional roles of different small intestinal segments in metabolic regulation after MBS represented by DJB. MBS involves anatomical alteration of the GI tract including size reduction and/or segment bypass. Also as a result, food intake restriction and/or malabsorption as well as increased resting energy expenditure (Das et al., 2003) are induced to cause weight loss. Moreover, it is also the anatomical change that induces beneficial effects in metabolic regulation. We have previously reported that lncRNAs in the duodenum are associated with pancreatic islet secretion and inflammation process, implying that bypass of the duodenum may initiate insulin secretion and attenuate inflammation (Liang et al., 2017), and those in the jejunal Roux limb are associated with gut–brain cross talk and endocrine regulation (Liang et al., 2018). Both are related to the beneficial consequence of MBS including T2DM remission, improvement in lipid metabolism, and endocrine hormonal effects. The present study is the part 3 of this series of studies, which is focused on the role of the ileum.

Ileum, the final segment of the small intestine following the duodenum and jejunum, is primarily responsible for absorption of vitamin B_12_, bile salts, and any nutrients that passed the jejunum under normal circumstances (Matsumoto et al., 2017). In addition to absorption function, cells located in the lining of the ileum secrete protease and carbohydrase enzymes to facilitate protein and carbohydrate digestion (Williams et al., 2011). In addition, we also observed that the whole lipid metabolism networks, especially PPAR signaling pathway, fatty acid elongation, fatty acid degradation, fatty acid biosynthesis, and biosynthesis of unsaturated fatty acids as well as other related pathways, were reprogrammed by the dysregulated ileal lncRNAs after DJB. Thus, MBS may ameliorate the disturbed energy homeostasis via altering lipid metabolism function of the ileum, accelerating energy expenditure.

Ileal amino acid metabolism was another significant function generated by DJB and exerted positive regulation in glycemic control. Under normal physiological conditions, increased plasma amino acid levels after food intake provoke insulin release and mTOR-dependent protein synthesis in muscle (Kimball, 2007). On the cellular level, amino acid homeostasis is maintained by conversion of essential and nonessential amino acids and transfer of amidogen from oxidized amino acids to synthesized amino acids. Once the balance is disrupted, a phenomenon usually preceding or accompanied by dysregulation of glycemia, T2DM could be triggered. For instance, an inappropriate amino acid metabolism results in pancreatic β-cell function disorder and insulin secretion deficiency by disturbing mitochondrial metabolism acutely or altering the insulin granules exocytosis-related genes chronically (Newsholme et al., 2005). Meanwhile, insulin resistance is induced by abnormal plasma levels of essential amino acids and their derivatives (Adams, 2011; Lynch and Adams, 2014). Conversely, improved β-cell function and insulin sensitivity after MBS partially attribute to corrected branched-chain amino acid metabolism and circulation concentrations (Gerszten and Wang, 2011; Magkos et al., 2013). Although the liver is the major site of nitrogen metabolism, surgery-induced amino acid metabolism function in the ileum should be vital for re-establishment of amino acids homeostasis and remission of T2DM.

The limitation of this study is that the screened lncRNAs or mRNAs with potential functions have not been verified yet at the molecular, cellular, and animal levels, which will be carried out in our future studies.

## Conclusion

The present study serves as a fundamental tool for gene analysis after MBS. From this study, we have demonstrated that DJB is able to regulate transcriptional activities of transcriptional factors, which alter lncRNA expression profiles. The target genes of dysregulated lncRNAs in the ileum involve in lipid and amino acid metabolism-related pathways. These findings imply that the role of the ileum in DJB tends to re-establish the energy homeostasis by regulating the lipid and amino acid metabolism. Concluding the present study on the ileum and our previous gene microarray studies on the duodenum and jejunum, different segments of the intestine play different roles in metabolic regulation after MBS.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE190949.

# Supplementary material for: Alteration of Ileal lncRNAs After Duodenal–Jejunal Bypass Is Associated With Regulation of Lipid and Amino Acid Metabolism
**Source:** Front Physiol. 2022 Apr 7;13:836918. doi: 10.3389/fphys.2022.836918
**Supplement:** Supplementary file 1

## **Supplementary Material**

TABLE S1 | Numbers of differentially expressed lncRNAs and mRNAs transcripts

|         |                 | Fold change<br>2-5 | Fold change<br>5-10 | Fold change<br>>10 |
|---------|-----------------|--------------------|---------------------|--------------------|
| mRNAs   | Up-regulation   | 321                | 31                  | 14                 |
|         | Down-regulation | 175                | 9                   | 2                  |
| lncRNAs | Up-regulation   | 206                | 14                  | 6                  |
|         | Down-regulation | 1108               | 83                  | 8                  |

mRNAs = messenger RNAs

lncRNAs = long noncoding RNAs

TABLE S2 | Top 10 upregulated or downregulated mRNAs in the DJB group compared with the sham group

| RNA Accession | Gene name     | Fold change | <i>P</i> -values | Chr   | Regulation |
|---------------|---------------|-------------|------------------|-------|------------|
| NM_001168504  | Pla2g4c       | 159.9500848 | 0.003269         | chr7  | Up         |
| NM_153166     | Cpne5         | 47.44559871 | 0.000843         | chr17 | Up         |
| NM_001033184  | 1700057G04Rik | 29.40227706 | 0.028241         | chr9  | Up         |
| NM_008571     | Mcpt2         | 19.51319965 | 0.041402         | chr14 | Up         |
| NM_001198933  | Me1           | 19.03909584 | 0.000068         | chr9  | Up         |
| NM_027749     | Cpvl          | 18.08819652 | 0.000829         | chr6  | Up         |
| NM_201640     | Cyp4a31       | 14.82257964 | 0.011149         | chr4  | Up         |
| NM_010020     | Slc6a3        | 14.72025889 | 0.000829         | chr13 | Up         |
| NM_001100181  | Cyp4a32       | 14.18424880 | 0.009351         | chr4  | Up         |
| NM_146230     | Acaa1b        | 11.19123306 | 0.002071         | chr9  | Up         |
| NM_001048219  | Nlrp9a        | 20.41513136 | 0.000006         | chr7  | Down       |
| NM_028094     | Ugt2a3        | 14.50195994 | 0.006509         | chr5  | Down       |
| NM_001034856  | Btg1-ps2      | 7.896134441 | 0.000290         | chrX  | Down       |
| NM_054074     | Defb6         | 7.335025572 | 0.003031         | chr8  | Down       |
| NM_025956     | 1700011H14Rik | 6.615893265 | 0.000280         | chr14 | Down       |
| NM_001005425  | Zfp663        | 6.581851869 | 0.000871         | chr2  | Down       |
| NM_010776     | Mbl2          | 6.490257067 | 0.005613         | chr19 | Down       |
| NM_181407     | Me3           | 5.887722811 | 0.006818         | chr7  | Down       |
| NM_134063     | Fam208b       | 5.760339928 | 0.000074         | chr13 | Down       |
| NM_029372     | Ccdc172       | 5.215195336 | 0.001091         | chr19 | Down       |

mRNAs = messenger RNAs  
DJB = duodenal-jejunal bypass  
Chr = chromosomal location

TABLE S3 | Top 10 upregulated or downregulated lncRNAs in the DJB group compared with the sham group

| RNA Accession      | Gene name          | Fold change | <i>P</i> -values | Chr   | Regulation |
|--------------------|--------------------|-------------|------------------|-------|------------|
| NONMMUT039923      | NONMMUG024704      | 37.20103532 | 0.008286         | chr2  | Up         |
| NONMMUT069403      | NONMMUG042993      | 13.68659473 | 0.000119         | chr9  | Up         |
| ENSMUST00000143291 | ENSMUSG00000087404 | 13.12198776 | 0.000042         | chr11 | Up         |
| NONMMUT055566      | NONMMUG034489      | 13.04018996 | 0.016792         | chr6  | Up         |
| NONMMUT070309      | NONMMUG043513      | 10.92841445 | 0.000553         | chr9  | Up         |
| ENSMUST00000193223 | ENSMUSG00000104486 | 10.05245531 | 0.009767         | chr3  | Up         |
| NONMMUT064067      | NONMMUG039549      | 9.024989973 | 0.006984         | chr7  | Up         |
| NONMMUT017554      | NONMMUG011004      | 8.905258679 | 0.014801         | chr13 | Up         |
| NONMMUT006278      | NONMMUG004040      | 8.890855871 | 0.004324         | chr10 | Up         |
| NONMMUT058424      | NONMMUG036299      | 8.870683787 | 0.000915         | chr6  | Up         |
| NONMMUT064720      | NONMMUG039966      | 27.82021637 | 0.000000         | chr8  | Down       |
| ENSMUST00000116835 | ENSMUSG00000080485 | 15.73497442 | 0.000034         | chr16 | Down       |
| NONMMUT030361      | NONMMUG018770      | 14.2643026  | 0.000000         | chr17 | Down       |
| NONMMUT046523      | NONMMUG028743      | 12.92587746 | 0.000087         | chr4  | Down       |
| NONMMUT009001      | NONMMUG005579      | 12.72412991 | 0.000000         | chr11 | Down       |
| NONMMUT009936      | NONMMUG006231      | 12.61438143 | 0.000007         | chr11 | Down       |
| NONMMUT047324      | NONMMUG029288      | 11.96553955 | 0.000000         | chr4  | Down       |
| NONMMUT071989      | NA                 | 10.51560564 | 0.000035         | chrX  | Down       |
| NONMMUT070885      | NONMMUG043899      | 9.649086615 | 0.000118         | chr9  | Down       |
| NR_110489          | AW822252           | 9.624018272 | 0.013708         | chrX  | Down       |

lncRNAs = long noncoding RNAs

DJB = duodenal-jejunal bypass

Chr = chromosomal location

NA = not applicable

TABLE S4 | Intersection of predicted targets and lncRNAs-coexpressed mRNAs

| Cis-mRNAs Gene Symbol |         |          | Cis- & trans-mRNAs Gene Symbol | Trans-mRNAs Gene Symbol |         |          |
|-----------------------|---------|----------|--------------------------------|-------------------------|---------|----------|
| Abca1                 | Ehhadh  | Osbp11a  | Acot4                          | A530064D06Rik           | Ctsl    | Ctsl     |
| Abcd3                 | Fam162a | Paqr8    | Car5a                          | Acot1                   | Efr3b   | Olfir536 |
| Acacb                 | Gapdh   | Pcyt2    | Clca3a1                        | Acot2                   | Gm14525 | Pla2g16  |
| Acs15                 | Gpc6    | Pdk4     | Ctla2a                         | Acsf2                   | Gm21319 | Pla2g4c  |
| Aldh1a7               | Gramd2  | Pnliprp2 | Me3                            | Adams2                  | Gm4858  | Pnpla3   |
| Aldh112               | Hmgcs2  | Pqlc1    | Mgl1                           | Aqp7                    | Gprc5c  | Psg28    |
| Anks6                 | Kcnk10  | Rab30    | Pxmp4                          | Armc2                   | Hs6st2  | Ptafr    |
| Bbox1                 | Klhdc8b | Rbp2     | Tmem229a                       | Bco1                    | Hsd12   | Sec22c   |
| Cd3001b               | Lama1   | Slit2    |                                | Ccl9                    | Il1rl1  | Slamf8   |
| Cd55                  | Lpgat1  | St3gal6  |                                | Cd163                   | Lrrc8e  | Slc23a1  |
| Cidec                 | Lrmp    | Sulf2    |                                | Chic1                   | Mmp19   | Trim43b  |
| Colla1                | Ly6g6d  | Thsd7b   |                                | Clca3a2                 | Nuf2    | Zfp663   |
| Cyp4a31               | Ly6g6f  | Tm7sf2   |                                | Cnr2                    | Ociad2  |          |
| Dclk1                 | Me1     | Tmem41b  |                                |                         |         |          |
| Dgkh                  | Msmo1   | Tnfrsf21 |                                |                         |         |          |
| Dkk4                  | Nrg1    | Tppp     |                                |                         |         |          |
| Duox2                 |         |          |                                |                         |         |          |

mRNAs = messenger RNAs

Cis = cis-regulatory pattern

Trans = trans-regulatory pattern

Cis-mRNAs = intersection of cis-targets and lncRNA-coexpressed mRNAs

Trans-mRNAs = intersection of trans-targets and lncRNA-coexpressed mRNAs

TABLE S5 | The lncRNAs and mRNAs primers used in quantitative real-time PCR

| Primer Name          | Sequence (5' to 3')       |
|----------------------|---------------------------|
| 1700057G04Rik-F      | GGCAGGATTTCCAAGCACT       |
| 1700057G04Rik-R      | CGAGGTCTAAAGGGAAGTGG      |
| NONMMUT069403-F      | GCTCGTCTTTCCTCTGTCGT      |
| NONMMUT069403-R      | CTGGCCGGTGATCTTATGAA      |
| ENSMUST00000193223-F | GTCTTACGTGCAGCCACAAT      |
| ENSMUST00000193223-R | CACACCTTATTACACAAACTTCTGG |
| ENSMUST00000143291-F | CTGTGCAATCGGAAAGAAAAG     |
| ENSMUST00000143291-R | AGGGAGGTTTTTGTGAGCTGT     |
| NONMMUT064720-F      | TGGGAAGTATAATGGCTTTGG     |
| NONMMUT064720-R      | TGAGCTTCTTCCACAAACCTG     |
| NONMMUT047324-F      | GGCCTTTTATGACTGGAGCTG     |
| NONMMUT047324-R      | CAGGAGAGCAACCATAACCATC    |
| NONMMUT071989-F      | TCAAGAACAACAAGGGTAATGCT   |
| NONMMUT071989-R      | GCCTTAGCTTCTCTGCCTTCT     |
| NONMMUT046650-F      | TGAGCGTGGTGCTGGAGTT       |
| NONMMUT046650-R      | GAAGCAGTAGGCCAGACAACACT   |
| Ugt2a3-F             | CCTCACAACATCGCTCACAT      |
| Ugt2a3-R             | TGCTCGTCATTGTACTGATGC     |
| 1700011H14Rik-F      | CTGGTGAGGACCAAGACAGAG     |
| 1700011H14Rik-R      | CTGGGGTAGCGTCTAGCTTTC     |
| Mus Gapdh-F          | CACAATTTCCATCCCAGACC      |
| Mus Gapdh-R          | GTGGGTGCAGCGAACTTAT       |

lncRNAs = long noncoding RNAs

mRNAs = messenger RNAs

PCR = polymerase chain reaction

F = forward

R = reverse

A = adenine

T = thymine

C = cytosine

G = guanine

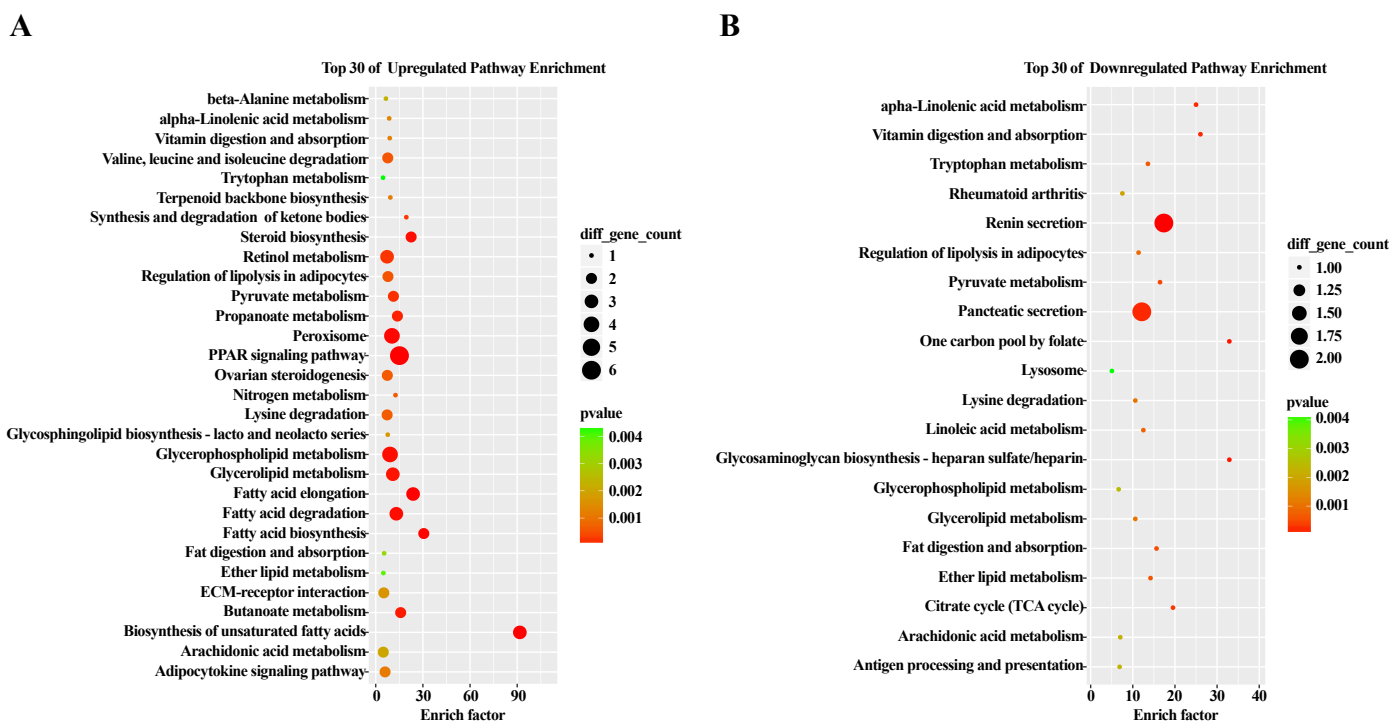

Figure S2 | The top 30 up- (A) and down-regulated (B) pathways ranked with enrichment score ( $P < 0.05$ ).

How the deposited data were processed for this re-analysis (not part of the article)

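Ileal RNA of 4 DJB and 4 sham mice was measured on Agilent one-colour arrays, one array per mouse. The deposited scanner files hold, for each spot, the raw and the processed intensity and flags for signal above background, saturation and outliers. The authors extracted them with Agilent Feature Extraction, which subtracts the background and removes spatial trends, and the processed intensity is not scaled between arrays. The authors' deposited table of log2 values holds 1 value per probe and array. Its scale is log2, no centring on a probe or group is seen and its columns have nearly equal quartiles. The method behind it is not named in the paper's text. Every column of that table belongs to one of the 8 mice.

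Control spots and spots flagged as non-uniform or population outliers were left out, log2 of the processed intensity was taken, spots of one probe were averaged and each array's 75th percentile over all transcript probes was subtracted, since 67.3% of these probes were well above background on all 8 arrays. No spot of an ileal probe was saturated. A probe counted as well above background on an array when at least 1 of its 2 spots was. The 64408 probes that were well above background on every array of at least 1 group, with at least 2 values in each group, were fitted with lmFit and eBayes in limma 3.58.1 (R 4.3.3), DJB against sham, with no covariate. A probe was called at a fold change of at least 2 and a Benjamini-Hochberg adjusted p under 0.05 over all tested probes. On simulated arrays of the DJB and sham comparison over 64408 probes, with 200 probes changed by 1.5 or 2 on the log2 scale, 97.5% of the changed probes were recovered, none in the wrong direction, and 2 unchanged probes were called. The simulated noise was independent between probes and held no slide effect. These figures therefore check the fitting steps and do not give the error rate in the real data.

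The design chosen before the data were examined assumed that the files would give each probe a transcript accession. They give only probe identifiers and sequences, so mRNAs and lncRNAs are counted together by probe. The planned counts by class, pathway gene lists, cell type markers and the comparison of lncRNA with mRNA direction were not run. The rule for named transcripts was every transcript the study names in its text, in Tables S2, S3 and S5 or in Figs. 6 and 7, and the 5 largest changes in each direction among called probes whose groups do not overlap. Of these, the 40 transcripts of Tables S2 and S3 were named, by matching the printed fold changes and p to probes as described with the data. The others were not analysed here. Of the 5 largest changes in each direction, 1 probe in each was not assigned to a transcript of those tables and is given by its identifier and sequence.

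Group separation was tested with the mean Pearson correlation within groups minus that between groups, over all 35 splits of the arrays. Spike-in and negative control probes were compared by an exact permutation test. Alternatives set before the data were examined covered the scaling between arrays, the background correction (normexp with offset 50), the filter on dim probes, the authors' log2 values, the methods' t-test, the variance model, the replicate number and the array position as blocks, the thresholds and each mouse left out. Alternatives added after seeing the data were a GC correction, spots with flags kept, the fold of linear means on the scaled values, and the fold of linear means with an unequal-variance test on the authors' log2 values. Each group lay on a slide of its own, so slide could not enter the model, and with 4 mice per group the number of arrays sets the precision.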

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

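The fold of linear means and the unequal-variance test on the authors' values were chosen after the result was seen, and the other tests in this part before. A mouse was taken as far from its group when its gap to the nearest of the others exceeded the critical share of the group's range in Dixon's test for 4 values. Among 79 groups at the 40 transcripts of Tables S2 and S3 (the sham group of Me3 had no values), 4 were picked out, and chance gives 3.95. Zfp663 was -5.00 in DJB-2, against -6.38 to -6.27 in the other DJB mice, and the probe was not well above background on any DJB array. ENSMUST00000143291 was -0.82 in DJB-3, above -1.84 to -1.72. NONMMUT058424 was -3.42 in DJB-4, below -2.56 to -2.43. NONMMUT047324 was -4.19 in DJB-3, above -4.51 to -4.50. A local mark on the slide is argued against at 3 of these 4, since both spots of the probe put the same mouse at that end, while at NONMMUT047324 only 1 spot did. A mislabelled sample is argued against, since 0 of the 8 arrays correlated more with the other group over the tested probes with values on all arrays. An array that differs as a whole stays open, since the DJB-3 array held 2 of the 4 and all 4 lay on DJB arrays, too few to decide. Also open are chance, which gives this number, and a difference between mice, which was not tested.

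Of 6 quality measures, 1 picked out an array. The median local background was 19 on the DJB-4 array and 21 on each of the other DJB arrays. The measure takes whole numbers, and the sham arrays ran from 20 to 23, so the gap is at the grain of the scale. No biological explanation was tested.

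Apart from the probes assigned to the transcripts of Tables S2 and S3, 1 probe was among the 5 largest changes in each direction. MOUSELNCRNA_19601, with the sequence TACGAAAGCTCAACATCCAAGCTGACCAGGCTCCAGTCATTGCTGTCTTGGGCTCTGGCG, was 1.77 ± 2.12 (SD, n = 4) in the DJB group and -2.91 ± 0.21 (SD, n = 4) in the sham group, a log2 difference of 4.68 (limma adjusted p = 0.0043), higher in 4 of 4 DJB mice. It stayed past the thresholds without any single mouse, with differences from 3.97 to 5.50. On the authors' values its fold of linear means was 47, and it passed the paper's fold change and p thresholds in a test with unequal variances. Among the folds printed in Tables S2 and S3, only those of Pla2g4c and Cpne5 are larger. The DJB values of MOUSELNCRNA_19601 were 3.14, 3.9, -0.663 and 0.717 in DJB-1 to DJB-4, the same order of mice as for Pla2g4c. Each listed transcript was assigned only 1 probe, so this one may be a second probe of a listed transcript, which was not tested. MOUSELNCRNA_54645, with the sequence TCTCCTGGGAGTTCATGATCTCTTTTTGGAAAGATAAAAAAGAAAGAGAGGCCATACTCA, was 1.83 ± 3.04 (SD, n = 4) after DJB and 6.20 ± 0.85 (SD, n = 4) after sham surgery, a difference of -4.37 (limma adjusted p = 0.031), lower in 4 of 4 DJB mice, from -2.08 in DJB-2 to 5.18 in DJB-4. It no longer passed in 5 of the 8 fits that left out 1 mouse, with differences from -5.48 to -3.06. On the authors' values its fold of linear means was only 7.54, with p = 0.0578 in a test with unequal variances. A local mark on the slide is argued against at both probes, since the smallest change at any single spot was 4.29 in size. No single shift common to a whole slide could give both 4.68 and -4.37. Whether such a shift added to either change cannot be read from their opposite directions, since 1 probe was picked in each direction. The largest difference of a control probe between the slides was 0.60 in size. An effect of the slide on single probes cannot be told apart from surgery for either, because each group lay on its own slide. An effect of the surgery stays open as an untested explanation. The genes behind these probes were not analysed here.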

How the results depend on the processing

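The alternatives were set before the data were examined, except the GC correction, the flagged spots kept and the 2 uses of the fold of linear means, which were chosen after seeing the data. The numbers of called probes, 830 higher and 1482 lower, stayed within 1.5 times under quantile normalization, the 75th percentile over probes detected on all arrays, the authors' log2 values, each of the 3 other filters on dim probes, the methods' t-test (829 and 1480 unadjusted, 725 and 1428 adjusted), the other variance model, the array position as a block, unadjusted p, the GC correction and the flagged spots kept. They moved further with no scaling (399 and 3255), with spike-in scaling (333 and 4037), with normexp background (357 and 677) and with no minimum fold change (14232 and 9322). With no scaling and with spike-in scaling, the dimmer DJB arrays are not brought to the level of the sham arrays, which moves the median difference to -0.21 and -0.29. With no minimum fold change, more probes are admitted by construction. For normexp the cause was not tested, and the offset of 50 compresses dim probes by construction. The fold of linear means with an unequal-variance test on the authors' log2 values gave 736 higher and 1533 lower probes before adjustment. After adjustment the numbers were 494 and 1420, so the fall in higher probes came with the adjustment. Why it fell mainly on the higher probes was not tested. The fold of linear means on the scaled values, with the limma p kept, gave 866 and 1461. Without 1 mouse, the number of higher probes ran from 773 to 973 and that of lower probes from 1388 to 1754.

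With the replicate number as a block, 845 probes were higher and 1469 lower. The numbers pair no mice, since the deviations of same-numbered sham and DJB arrays correlated by between -0.0172 and 0.00976. The block changed no call among the 39 named transcripts tested.

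The separation of the groups, 0.0101, stayed the largest of all splits under every alternative run for it, with values from 0.00559 with no detection filter to 0.011 without DJB replicate 3. Without 1 mouse it ran from 0.00941 to 0.011.

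Spike-in probes were 0.369 higher on the DJB arrays after scaling (two-sided exact permutation test, p = 0.0286). With no scaling this fell to 0.0771 (exact permutation p = 0.0857), as the step that raises the dimmer DJB arrays is left out. Negative controls, 0.0545 higher with an exact permutation p = 0.6, changed sign with quantile normalization (-0.00333) and with no scaling (-0.237), none of them past the threshold.

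None of the 39 named transcripts changed direction under any alternative. With normexp, 9 of the 39 fell below the fold change minimum, with Zfp663 and Fam208b, for example, at -0.47 and -0.45. Of these 9, 7 were not well above background on any array of 1 group, so the signal over background limits what can be said about them. Mcpt2 lost its adjusted threshold without sham replicate 3 and with the methods' t-test after adjustment. With the fold of linear means, the unequal-variance test and adjustment on the authors' values, 5 of the 39 lost theirs. The filter on all 8 arrays kept 21 of the 39 in the test, and all 21 passed. The alternatives for counts by class, pathway lists, direction by class and several probes of a transcript were not run, since the probes carry no names in the files used here.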

Differences from the paper's values

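Summed over mRNAs and lncRNAs, the paper's Supplementary Table S1 lists 45 transcripts with a fold change of 5 to 10 that rose after DJB, while 68 probes fell in this range here. Among the alternatives set before the data were examined, the number was within 1.5 times the paper's with quantile normalization (60), no scaling (46), spike-in scaling (41), the authors' log2 values (63), the filter on all 8 arrays (39), the methods' t-test after adjustment (59), the other variance model (67), the array position as a block (66) and without sham replicate 1 (59), 2 (65) or 4 (65) or DJB replicate 1 (57) or 2 (51). It was not with the 75th percentile over probes detected on all arrays (69), normexp background (20), no detection filter (69), detection on at least 1 array (72), the methods' t-test unadjusted (68), the replicate block (68), unadjusted p (69), no minimum fold change (68), or without sham replicate 3 (68) or DJB replicate 3 (85) or 4 (77). A count by probe can hold several probes of one transcript.

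The paper ranks 1700057G04Rik and Mcpt2 directly after Cpne5 among the upregulated mRNAs. In the log2 means used here, Me1, Slc6a3 and Cpvl had slightly larger differences than 1700057G04Rik (4.22, 4.12 and 4.10 against 4.08, within the standard error of 1.01 of the last), and Mcpt2 had the smallest difference of the 10 (3.39). The order depended on how the means were taken. With the ratio of linear means on the same scaled values, an alternative chosen after seeing the data, the folds were 48.4 for Cpne5, 29.7 for 1700057G04Rik, 20.3 for Mcpt2, 19.4 for Me1 and 19.0 for Cpvl, the paper's order for these 5. The unequal-variance alternative with the fold of linear means, chosen after seeing the values, keeps the paper's fold for each of the 40 transcripts by the way the names were assigned, and before adjustment it drops none of the 39 tested here.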

Other observations

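The tests on the scaling between arrays, the GC correction and the count of positive correlations were chosen after the result was seen, and the others before. The excess of probes lower after DJB, 1482 against 830, is argued not to come from dim probes alone, since the ratio of lower to higher calls was 1.64 in the brightest of 5 equal groups of tested probes and stayed between 1.49 and 1.83 there without single mice. Local marks on the slide are argued against by the 84.1% of lower probes with 2 spots that were at least 2-fold lower at both. The GC content of the probes as the whole cause is argued against by the ratio of 2.39 after a trend on GC was removed from each array. The scaling between arrays stays open. The ratio was 1.80 with the 75th percentile over probes detected on all arrays, hardly moved from 1.79, and 2.20 or more under the 3 other scalings, but a shift of the DJB arrays by only 0.11 on the log2 scale would make both numbers equal, and 59.7% of the tested probes had a difference above 0. Slide and scan cannot be told apart from surgery, because each group lay on 1 slide. The largest difference of a control probe between the slides was 0.60 in size on the log2 scale, below 2-fold. An effect of the surgery is the other open explanation and was not tested.

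Of the 10 Agilent E1A spike-in probes, 9 were well above background on all 8 arrays, and these 9 were all higher on the DJB arrays after scaling, by 0.23 to 0.47 on the log2 scale. With no scaling, 7 of the 9 stayed higher. The paper does not report spike-in signals.

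Chance in the grouping of the arrays can be excluded for the number of called probes, at the level that 35 splits allow. Of the 35 ways to split the 8 arrays into groups of 4, only 1, the real one, gave as many calls as the 2312 found, and every other split gave 0 with limma at the same thresholds. The real split also follows the slides.

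The paper links lncRNAs and mRNAs whose correlation is above 0.99. Among the 2300 called probes with values on all arrays, 85491 of 2643850 pairs (3.23%) had an absolute Pearson correlation above 0.99 over the 8 arrays, a count that takes in negative correlations and pairs within a class, which the paper's rule does not. With each probe's values shuffled within the groups in 20 draws, which keeps only the difference between the groups, a median of 57866.5 pairs remained (67.7% of those observed, between 57521 and 58251). Of positive correlations alone there were 82797, and a median of 55129 remained (66.6%). The group difference alone thus gives most pairs above the limit but not all. The excess needs variation that probes share within groups, and whether this is technical or biological was not tested.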
